# The Transcriptome of Type I Murine Astrocytes under Interferon-Gamma Exposure and Remyelination Stimulus

**DOI:** 10.3390/molecules22050808

**Published:** 2017-05-15

**Authors:** Anna Kudriaeva, Vladimir V. Galatenko, Diana V. Maltseva, Nadezhda A. Khaustova, Ekaterina Kuzina, Alexander G. Tonevitsky, Alexander Gabibov, Alexey Belogurov

**Keywords:** astrocytes, transcriptome, Affymetrix, interferon-gamma, benztropine, immunoproteasome, PA28/11S/REG, antigen presentation, major histocompatibility complex, microRNA

## Abstract

Astrocytes are considered to be an important contributor to central nervous system (CNS) disorders, particularly multiple sclerosis. The transcriptome of these cells is greatly affected by cytokines released by lymphocytes, penetrating the blood–brain barrier—in particular, the classical pro-inflammatory cytokine interferon-gamma (IFNγ). We report here the transcriptomal profiling of astrocytes treated using IFNγ and benztropine, a putative remyelinization agent. Our findings indicate that the expression of genes involved in antigen processing and presentation in astrocytes are significantly upregulated upon IFNγ exposure, emphasizing the critical role of this cytokine in the redirection of immune response towards self-antigens. Data reported herein support previous observations that the IFNγ-induced JAK-STAT signaling pathway may be regarded as a valuable target for pharmaceutical interventions.

## 1. Introduction

Autoimmune neurodegeneration—also known as multiple sclerosis (MS)—is caused by adaptive immunity that recognizes self-antigens forming the myelin sheath, covering the axons of neurons. Oligodendrocytes are specialized cells expressing myelin proteins, and are the main target of the immune system during MS triggering and development [1]. Astrocytes are star-shaped glial cells in the brain and spinal cord, and significantly tune the autoreactive cellular response, releasing potentially neurotoxic molecules, including inflammatory cytokines, glutamate, nitric oxide, and reactive oxygen species [2]. One of the most important hallmarks of MS is the induction of inflammation in the central nervous system (CNS), orchestrated by lymphocytes infiltrating via the blood–brain barrier (BBB). In turn, inflammation is driven by secreted cytokines, of which interferon-gamma (IFNγ) is thought to be one of the most important [3]. Recent data also indicate that the muscarinic acetylcholine receptor antagonist benztropine—an approved drug for Parkinson’s disease—may be considered as a potential agent for MS treatment [4].

Current progress in the evaluation of brain-related transcriptomes of tissue samples and cell populations [5] is consistently complemented with mass-spectromic profiling of resident brain cells [6,7] and single-cell RNA sequencing [8,9]. To date, the Glia Open Access Database (GOAD) contains several tens of mRNA expression profiles for glia cells [10]. The abundance of mRNA in myelin was reported in Reference [11]. Zhang et al. generated a transcriptome database for neurons, astrocytes, oligodendrocyte precursor cells, newly-formed oligodendrocytes, myelinating oligodendrocytes, microglia, endothelial cells, and pericytes from mouse cerebral cortex using RNA sequencing [12]. As an another example, high-throughput RNA sequencing of brain cells was used to analyze the consequences of the loss of a key transcription factor, zinc finger protein 191 [13]. The effect of benztropine on α-synuclein-overexpressing primary rat oligodendrocyte progenitor cells, utilizing transcriptome sequencing, was evaluated in Reference [14]. Recently, we reported transcriptome profiling of a primary culture of oligodendrocytes under inflammation conditions and remyelination stimulus, suggesting significant elevation of mRNA encoding catalytic subunits of immunoproteasome and major histocompatibility complex (MHC) class I molecules, which means increased capabilities of antigen presentation by IFNγ-treated oligodendrocytes [15]. In the present study, we aimed at analyzing the transcriptome of murine astrocytes in the background state, and to compare it with those under exposure to IFNγ, benztropine, or a combination of the two.

## 2. Results and Discussion

### 2.1. Analysis of Astrocyte Transcriptional Markers

We obtained a primary culture of cerebral cells which were significantly enriched with murine brain astrocytes. 

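RNA from cultured cerebral cells of 3-day-old C3H/He pups was measured on 4 Affymetrix Mouse Gene 2.0 ST arrays, 1 for each condition. The conditions were control, IFNγ at 250 IU/mL, benztropine at 2.0 μM, and both agents together, each for 48 h. Each array held RNA mixed from 3 independent cultures, with 500 ng of total RNA as the starting material. The mixing left no replicate arrays, so a change is a log2 difference between a pair of arrays and carries no error and no p-value. The paper describes Basal Medium Eagle with 15% fetal calf serum, whereas the sample labels give Advanced DMEM with 10% serum. The authors' deposited values are log2 signals from the RMA method in Expression Console (build 1.4.1.46), and their median over 41345 probe sets was 6.66 in control, 6.68 with IFNγ, 6.66 with benztropine and 6.65 with both agents. Probe sets without a gene symbol were left out, as in the paper's methods, which kept 25335. The paper's threshold of 1.5-fold, a log2 difference of 0.58, was applied to the signals as deposited. A probe set was taken as above background when it exceeded the 95th percentile of 1400 probe sets of olfactory and vomeronasal receptors on the same array, which lay between 6.64 and 6.69. Between 57.2% and 58.4% of the named probe sets did so. A fold against an array below this level is given as "at least", computed against the level itself, and no fold is given when both arrays were below it. A log2 difference is that of the deposited signals, and against an array below this level it does not measure a fold. The effect of IFNγ was measured against control and, in a pair sharing no array with the first, with both agents against benztropine alone. The effect of benztropine was likewise measured against control and with both agents against IFNγ alone. A call against control is described as seen again when it also passed 1.5-fold in the same direction in the separate pair.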

Cerebral cells are known to have distinct transcriptional and proteomic profiles. Studies of murine brain, utilizing mass-spectrometry, revealed the top 40 most abundant and enriched proteins [6] of the myelin sheath (*Mbp*, *Plp1*, and *Cnp*), the cytoskeleton (*Tuba1b*, *Actb*, *Sptan1*, *Map2*, *Map1a*, *Tubb3*, *Nefl*, *Map6*, *Nefh*, and *Gfap*), synapses (*Dnm1*, *Syn1*, *Camk2b*, *Syt1*, *Camk2a*, *Syn2*, *Bsn*, *Snap25*, and *Stx1b*), and glycolysis, as well as energy pathways (*Aldoa*, *Eno2*, and *Ldhb*). 

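In the control array, 19 of the 22 genes of this list with a probe set of their own were above background, each gene taken by its highest probe set. By the mean of a gene's probe sets 18 were, and *Bsn*, at 6.55, was not. The cytoskeletal genes *Sptan1*, *Actb* and *Map2* had log2 signals of 11.48, 10.25 and 10.19. *Ldhb*, which encodes a subunit of lactate dehydrogenase, had 10.18, and *Syn2*, which encodes a synaptic vesicle protein, had 9.19. The myelin genes *Cnp* and *Mbp* had 8.36 and 7.21. The synaptic gene *Snap25* (6.31), the neurofilament gene *Nefl* (5.67) and the tubulin gene *Tuba1b* (5.48) were not above background, and the kinase gene *Camk2b* had 6.80. With the 99th percentile of the receptor probe sets as background, 12 of the 22 genes were above it. Signals of different probe sets are not on a common scale, so these values show that a transcript was present and do not rank the genes. *Aldoa* was not analysed here.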

According to our data, mRNA related to these proteins was highly abundant in the primary culture of astrocytes obtained from mouse brain, except for *Snap25*, *Camk2b*, *Nefl*, and *Tuba1b* (Figure 1a). In order to more precisely characterize the types of cultured cells, we analyzed the levels of mRNA coding for the cell-type-specific markers. 

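*Aqp4*, which encodes the water channel of astrocytes, had a log2 signal of 12.47 in the control array, and *Aldh1l1*, an enzyme of folate metabolism in astrocytes, had 9.55. *Aif1*, which encodes Iba1 of microglia, had 8.62. The Toll-like receptor genes *Tlr2* and *Tlr7* had 8.58 and 9.89. All these genes were above background in each of the 4 arrays. Exposure to IFNγ changed none of them past 1.5-fold. The log2 difference from control was 0.56 for *Aif1*, 0.40 for *Tlr2* and 0.19 for *Tlr7*. No array of another cell type was used here, so the signals give the presence of the transcripts and not an increase over other cells.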

The mRNA encoding the proteins related to astrocytes (*Aqp4*, *Gfap*, and *Aldh1l1*) and microglia (*Iba1*, *Tlr2*, and *Tlr7*) [6] were significantly upregulated (Figure 1b). Importantly, we found evident correlation between the levels of proteins that are specific for astrocytes (as reported by Sharma et al.), and the levels of respective mRNA, indicating that enhanced levels of these transcripts have distinct physiological meanings. The plotting of overexpressed proteins in different cell types, according to Reference [6], against expression profiles of cultured cerebral cells confirmed the predominance of astrocytes and the existence of minor populations of CD68-positive cells, most likely representing macrophages (Figure 1c). 

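Of 17 astrocyte genes, 16 were above background in the control array, with a median log2 signal of 10.46. The glutamate transporter gene *Slc1a3* had 11.45. All 17 microglial and macrophage genes were above background, among them *Cd68*, which encodes a lysosomal protein of macrophages, at 12.16, *Csf1r*, which encodes the receptor of colony-stimulating factor 1, at 11.65, and the cathepsin gene *Ctss* at 12.76. Genes of supporting tissue were also found, with 10 of 12 for fibroblasts and leptomeninges, 6 of 7 for pericytes and smooth muscle, and 5 of 6 for ependymal cells. For the oligodendrocyte lineage, 8 of 15 genes were above background, and for neurons 8 of 14, shares near the 57.2% of all named probe sets in this array. Fewer genes were found for endothelium (3 of 8), neuronal progenitors (1 of 7) and T and NK cells (2 of 12). Over 11 lists, these and perivascular macrophages, 82 of 123 marker genes were above background. With the 99th percentile as background, the counts were 13 of 17 for astrocytes and 17 of 17 for microglia and macrophages. They were 5 of 12 for fibroblasts and leptomeninges, 3 of 7 for pericytes and smooth muscle, and 4 of 6 for ependymal cells. For the oligodendrocyte lineage 3 of 15 remained, for neurons 3 of 14, and for T and NK cells 0 of 12. Neurons, glia and fibroblasts share some of these transcripts, and a detected gene does not give the share of its cell type. The published protein data were not used here.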

In their study, Zeisel et al. [8] showed that astrocytes form two subclasses, distinguished by differential expression of *Gfap* (type I) and *Mfge8* (type II), and the existence of two types of immune cells, which are characterized by increased expression of *Aif1* and *Cx3cr1*: the tissue-resident macrophages of the brain (microglia) and perivascular macrophages (PM), expressing *Mrc1* and *Lyve1*. Our data suggest that the cultured astrocytes were type I, while the high level of mRNA coding for *Mrc1* suggests the presence of perivascular macrophages (Figure 1d).

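*Gfap*, which encodes the intermediate filament of astrocytes, had a log2 signal of 9.98 in the control array. *Mfge8*, which encodes a secreted protein that marks dying cells for uptake, had 9.03. Both were above background in all 4 arrays, and signals of different probe sets cannot be set against each other. *Cx3cr1*, the fractalkine receptor gene of microglia, had 10.38. *Mrc1*, the mannose receptor gene of perivascular macrophages, had 10.20, and *Lyve1*, a hyaluronan receptor gene, had 7.08. Of 8 perivascular macrophage genes, 6 were above background, and the exceptions were *Cd163* and *Pf4*. With IFNγ against control, the log2 difference was −0.16 for *Gfap*, −0.04 for *Mrc1* and −0.56 for *Lyve1*, none past 1.5-fold. *Mrc1* fell by 0.68 with both agents against benztropine alone.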

### 2.2. Transcriptome Profiling of Astrocytes upon IFNγ and Benztropine Exposure

Transcriptome profiling revealed 474 and 150 genes that were upregulated and downregulated, respectively, in a primary culture of murine cerebral cells, significantly enriched with astrocytes, upon IFNγ administration; exposure to benztropine increased the expression of 131 genes and downregulated the expression of 125 genes (Figure 2a,b). 

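Exposure to IFNγ raised 392 named probe sets and lowered 71 against control. The largest rises included guanylate-binding proteins and immunity-related GTPases, which act against intracellular pathogens. *Gbp4* rose at least 27.8-fold, *Iigp1* 35.4-fold, *Gbp11* 33.6-fold and *Gbp8* 32.2-fold. The largest falls seen again were in *Glycam1*, a mucin-like ligand of L-selectin, which fell by 1.23 on the log2 scale, and in *Nav3*, a neuron navigator gene, which fell by 1.00. Benztropine raised 72 probe sets and lowered 46. Of the 392 rises with IFNγ, 258 were seen again and 1 passed in the opposite direction, and of the 71 falls 11 were seen again and 1, that of *Ssxb9*, passed in the opposite direction. Of the 72 rises with benztropine, 5 were seen again, those of *Dcn*, *H2-T23*, *Wfdc17*, *LOC100041057* and *Olfr1454*. None of the 46 falls was seen again, and no call with benztropine passed in the opposite direction. A limma fit of both agents over the 4 arrays, with 1 residual degree of freedom, called 249 probe sets higher and 11 lower with IFNγ at an adjusted p under 0.05. For benztropine limma called 0, while 929 probe sets were higher and 926 lower at an unadjusted p under 0.05, where 633 each way arise by chance. On probe sets above background in at least 1 array of the pair, the counts were 309 and 20 for IFNγ and 24 and 6 for benztropine. With probe sets without a gene symbol kept, they were 1096 and 595 for IFNγ and 583 and 762 for benztropine, and limma called 14 for IFNγ.

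**Figure D1:**
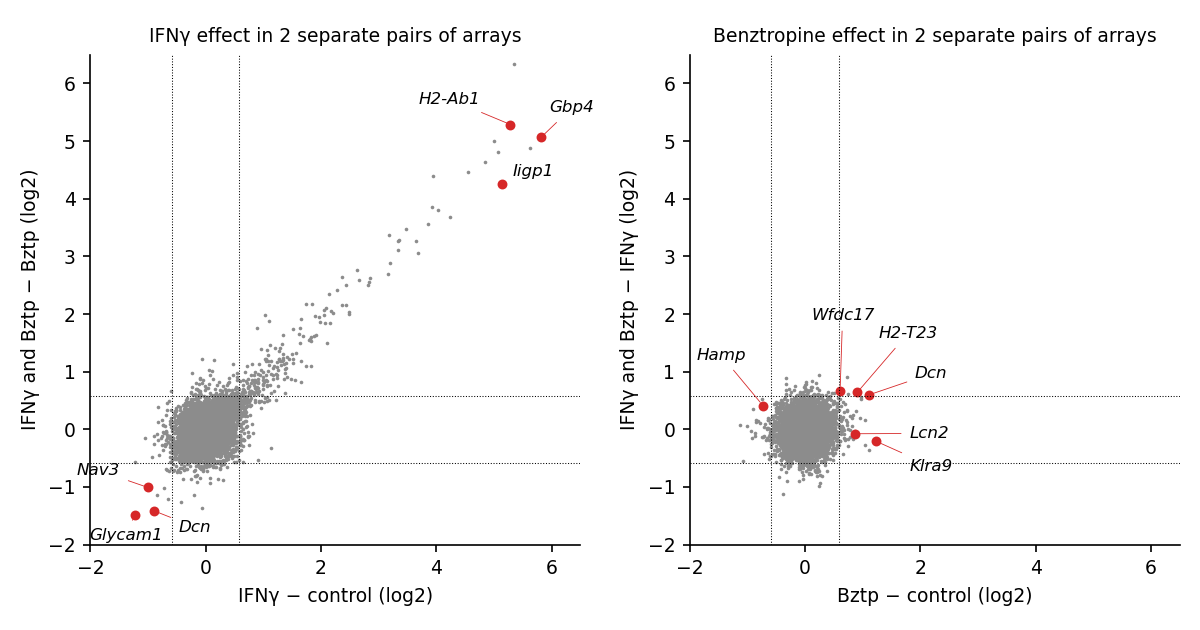
Log2 differences of 22180 genes for IFNγ (left) and benztropine (right), each point a gene, with the difference from control on the horizontal axis, the difference in the separate pair on the vertical axis, and dotted lines at 1.5-fold. *Iigp1* lies at 5.15 and 4.25 with IFNγ, and *H2-T23* at 0.91 and 0.65 with benztropine.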

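With both agents against IFNγ alone, *Gbp4* differed by 0.07 on the log2 scale and *Iigp1* by −0.02. The median difference over 18 interferon-inducible GTPases was −0.01, and none passed 1.5-fold. Among genes above background, *Isg15*, a ubiquitin-like antiviral gene, rose 1.60-fold, *Wfdc17*, a protease inhibitor-like gene, 1.59-fold and *H2-T23*, a nonclassical MHC class I gene, 1.56-fold. In total, 63 named probe sets were higher and 70 lower past 1.5-fold, 17 and 11 of them above background in at least 1 of these arrays. Among probe sets with 1 symbol, the lowest differences were those of *Gm13238* at −1.12 and *Mug2* at −0.98 and the highest those of *Mir3473a* at 0.95 and *Olfr1454* at 0.91, all below background. At 2-fold, 1 probe set with several symbols was higher and 1, that of *Gm13238*, lower, and with probe sets without a gene symbol kept, 688 were higher and 748 lower at 1.5-fold.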

The transcriptomes of astrocytes subjected to IFNγ and benztropine simultaneously did not differ from those exposed to only IFNγ. Among pathways that were affected by IFNγ may be listed immune and defense responses, antigen processing and presentation, response to viruses and interferon-inducible GTPases; benztropine mostly affected receptor pathways, including rhodopsin-like G protein-coupled receptors and olfactory receptors (please refer to the Supplementary data). 

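All 18 measured interferon-inducible GTPases rose with IFNγ, and all were seen again. Their median log2 difference of 3.75 lay at percentile 100 among 10000 random gene lists matched on signal. Of 27 antiviral genes, 19 rose, with a median of 0.70, and 14 were seen again. *Oasl2*, which encodes an oligoadenylate synthetase-like protein, rose 4.29-fold and *Zbp1*, which encodes a sensor of unusual nucleic acids, 4.18-fold. Of the genes that the paper's Supplementary data lists for response to virus, 15 of 15 measured here rose, and of those for antigen processing and presentation, 19 of 21. Of these rises, 9 of the 15 and 18 of the 19 were seen again. These lists were chosen by the study on the same arrays and are not independent evidence. Of the olfactory receptor genes that it lists for benztropine, 18 were measured, with 8 higher and 10 lower than in control, and this list is not independent evidence either. *Olfr1454* alone was seen again. Background is drawn from such receptors, so most of them lie below it by construction, and 3 of the 18 were above it in at least 1 array. Over 1108 olfactory receptor probe sets, benztropine raised 8 and lowered 11, and IFNγ raised 14 and lowered 17. Among 297 vomeronasal receptor probe sets, which also belong to chemosensory receptors, benztropine raised 2, *Vmn1r172* and *Vmn2r17*, and lowered 5, the largest fall being that of *Vmn2r93* at −0.85. The rises are named after their values were seen.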

Utilizing quantitative RT-PCR, Evangelidou and colleagues [16] measured transcripts in mouse spinal cord during induction of experimental autoimmune encephalomyelitis (EAE). The authors showed that a number of genes involved in inflammation and immune responses, specifically, *B2m*, *Ccl2*, *Cxcl16*, *H2-Ab1*, *Il6*, *Il17a*, and *Tnf* were upregulated, while *Lingo1*, *Mbp*, *Olig2*, *App*, *Grin1*, *Il6st*, *Klf7*, *Lin7c*, *Ninj1*, *Nrg1*, *Ntn1*, *Ntn3*, *Ptma1*, *Snap25*, *Unc5a*, *Bmi1*, *Olig2*, *Pdgfra*, *Cyfip2*, *Evc2*, *Tmem1*, and *Ywhah* were downregulated. Our data strongly correlate with this report (Figure 2c), indicating significantly increased expression of MHC class II molecules. 

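Of the 7 genes listed as upregulated in EAE, 4 rose with IFNγ. *H2-Ab1*, which encodes the beta chain of an MHC class II molecule, rose at least 38.7-fold, and its log2 difference of 5.29 matches the number printed in Figure 2c. The chemokine genes *Ccl2* and *Cxcl16* rose 2.43-fold and 1.87-fold, and the cytokine gene *Tnf* 1.98-fold. The log2 difference was 0.40 for *B2m*, 0.21 for *Il17a* and 0.19 for *Il6*, none past 1.5-fold, and the interleukin genes were below background. The signals of *B2m* lay near the highest on the arrays, where a larger rise may not show. Its difference therefore does not exclude a rise past 1.5-fold. Of the 20 genes listed as downregulated in EAE and measured here, 0 passed 1.5-fold in either direction. Their log2 differences ran from −0.18 for *Lingo1* to 0.23 for *Nrg1*, with a median of −0.02. *Grin1* was not analysed here. Of 10 genes of MHC class II and its loading, 5 rose and all were seen again. Besides *H2-Ab1*, these were *H2-Ea* (at least 11.5-fold), *H2-Eb1* (10.1-fold), *H2-Aa* (at least 6.81-fold) and *H2-DMa* (3.78-fold), which helps to load peptides.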

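*Crmp1*, which encodes a collapsin response mediator protein, differed from control by 0.02 on the log2 scale with IFNγ. *Nmnat2*, which encodes an enzyme of NAD synthesis that maintains axons, differed by −0.04. With both agents against benztropine alone, the differences were 0.15 for *Crmp1* and −0.30 for *Nmnat2*. Both genes were above background in all 4 arrays, and neither passed 1.5-fold in any comparison.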

In our work, we failed to detect any increase in the levels of mRNAs encoding *Crmp1* or *Nmnat2* (Figure 2d), which were increased in response to EAE, as shown by Solga et al. using Illumina-based RNA sequencing of glia from Iba1-EGFP C57BL/6 mice [17]. 

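Benztropine raised the GTPase gene *Iigp1* 1.83-fold against control. It raised 3 and lowered 1 of the 18 interferon-inducible GTPases, and none of these calls was seen again. *Gbp4* was higher by 0.82 on the log2 scale and *Gm4841* fell by 0.85, both below background. At 2-fold, 5 probe sets were higher and 3 lower with benztropine than in control, against 172 and 4 with IFNγ. The rises with benztropine were those of *Klra9*, *Dcn*, *Gm14327*, *Gm19744* and *Olfr1471*, and the 4 falls with IFNγ those of *Glycam1*, *Nav3*, *Mmp3* and *Olfr877*, the last pair named after their values were seen. Across the named probe sets, the standard deviation of the log2 difference from control was 0.16 with benztropine and 0.26 with IFNγ. The correlation of the differences between the separate pairs was 0.123 for benztropine and 0.664 for IFNγ, across probe sets, which are not independent replicates.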

The effect of benztropine on astrocytes was significantly less pronounced. 

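With benztropine against control, *Dcn*, which encodes a small proteoglycan of the extracellular matrix, rose 2.16-fold. It passed 1.5-fold again in the presence of IFNγ, but its signal with IFNγ alone was below background, and the rise from that level was at least 1.28-fold. *Lcn2*, which encodes a siderophore-binding protein, rose 1.83-fold against control, and its log2 difference was −0.08 in the presence of IFNγ. *Klra9*, which encodes a receptor of natural killer cells, was higher by 1.24 on the log2 scale, but its signals of 2.97 and 4.21 were below background. In the presence of IFNγ its difference was −0.21. *Steap4*, a metalloreductase gene, rose 1.56-fold and was not seen again. Of 10 probe sets of pheromone and odorant carriers, *Obp1a* was higher and *Obp1b* lower, both below background. *Obp1b* is named after its value was seen, and *Mup4* was not analysed here.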

Administration of benztropine enhanced the level of mRNA encoding killer cell lectin-like receptor subfamily A member 9 (*Klra*9), decorin (*Dcn*), neutrophil gelatinase-associated lipocalin (*Lcn2*), involved in innate immunity, and the pheromone transporter major urinary protein 4 (*Mup4*). On the other hand, the level of mRNA encoding protein RMD5 homolog A (*Rmnd5a*, involved in proteasome-mediated ubiquitin-dependent protein catabolic processes) and hepcidin liver-produced hormone (*Hamp*, the main circulating regulator of iron absorption and distribution across tissues) were downregulated under benztropine exposure. 

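*Rmnd5a* had a log2 signal of 8.79 in control and 8.70 with benztropine, a difference of −0.09. In the presence of IFNγ the difference was 0.03. *Hamp* fell by 0.73 on the log2 scale, from 4.05 to 3.32, both below background. *Hamp* differed by 0.41, in the other direction, with both agents against IFNγ alone. The largest falls with benztropine were those of *Gm10509*, *Olfr331* and *Olfr884*, at −1.13, −1.07 and −1.01, with the signals of all 3 with benztropine below background. Of the 46 probe sets lower with benztropine, 40 were not above background in either array.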

Interestingly, benztropine—like IFNγ—upregulated the *H2-T3* gene coding for H-2 class I histocompatibility antigen, TLA(B) alpha chain.

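The probe set of *H2-T3* is also annotated to *H2-T18*, so it gives no value for *H2-T3* alone. Its log2 signals were 5.44 in control, 5.46 with IFNγ, 5.56 with benztropine and 5.24 with both agents, all below background. The difference from control was 0.02 with IFNγ and 0.13 with benztropine. *H2-T23*, a nonclassical class I gene of the same region, rose 5.38-fold with IFNγ and 1.88-fold with benztropine. Both rises were seen again, at 2.16 and 0.65 on the log2 scale. It was the 1 gene of 12 for MHC class I that rose with benztropine.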

We utilized Affymetrix microarray, which contained probesets for the protein-coding genes and for more than 600 microRNAs (miRs). 

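The annotation used here gives probe sets to 626 microRNA genes, and 511 probe sets belong to a microRNA gene alone. Of these 511, IFNγ raised 7 and lowered 5, and benztropine raised 1 and lowered 4. Of the 7 rises with IFNγ, 1 was seen again. Of the 5 falls 1 was seen again, that of *Mir495*, by 0.67 with IFNγ and by 0.70 with both agents against benztropine alone. Its signals, and those of all but 2 of the 12 calls with IFNγ, were below background. The other falls with IFNγ were those of *Mir192*, *Mir328*, *Mir3473b* and *Mir743*. With benztropine *Mir300* was higher and *Mir1839*, *Mir466b-3*, *Mir494* and *Mir7-2* lower, and none was seen again. All but *Mir495* and *Mir300* are named after their values were seen.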

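*Mir300*, a microRNA gene of the imprinted Dlk1-Dio3 region, was higher with benztropine than in control by 0.83 on the log2 scale. Its signals were 4.21 in control and 5.04 with benztropine, both below background, so no fold is given. The difference was 0.25 with both agents against IFNγ alone, which does not pass 1.5-fold. With IFNγ against control it was 0.06.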

Analysis of differentially-expressed miRs (Figure 2e) revealed that benztropine enhanced the expression of miR-300 (which is upregulated in glioma tissues), and suppressed the differentiation of glioma stem-like cells to astrocytes by targeting LZTS2 [18]. 

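The mature microRNA miR-365 is made from 2 loci. *Mir365-2* was higher with IFNγ than in control by 0.70 on the log2 scale, and *Mir365-1* differed by −0.32. With both agents against benztropine alone, the differences were 0.05 and −0.25. The signals of *Mir365-2* were 4.86 in control and 5.57 with IFNγ, and all signals of both genes were below background. The probe set of *Mir1224* is also annotated to *Vwa5b2*, so no value is given for it.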

IFNγ increased the expression of miR-365, which, on the other hand, inhibits the proliferation of malignant melanoma by targeting NRP1 [19], and miR-1224, which inhibits tumor-associated activity in malignant gliomas by targeting CREB1 [20]. Nonetheless, analyses of the amounts of mRNAs encoding NRP1, CREB1, and LZTS2 did not reveal any differences in level upon IFNγ and benztropin treatment. 

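*Nrp1*, which encodes a receptor for semaphorins, differed from control by 0.33 on the log2 scale with IFNγ and by 0.13 with benztropine. *Creb1*, which encodes a transcription factor activated by cyclic AMP, differed by 0.01 and 0.08. *Lzts2*, which encodes a leucine zipper protein, differed by −0.12 and −0.13. All 3 genes were above background in all arrays, and none passed 1.5-fold in these comparisons or in the separate pairs.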

We therefore suggest that the observed changes in miR levels are not physiologically relevant.

### 2.3. Changes in Transcription of Genes Related to Antigen Proteolysis and Presentation in Astrocytes in Response to IFNγ

Recently, we showed that the immunoproteasome has a distinct pathogenic role in the development of autoimmune neurodegeneration by targeting cytotoxic lymphocytes against oligodendrocytes [21] through ubiquitin-independent hydrolysis of myelin basic protein (MBP) [22]. Proteasome-mediated MBP hydrolysis was interrupted by glatiramer acetate [23], and was significantly enhanced in cells upon IFNγ exposure [24]. The proteasome is a major supplier of MHC class I-associated peptides; however, it may also be involved in the generation of MHC class II-restricted epitopes [25]. Therefore, we analyzed changes in the expression of mRNA encoding proteasome-related proteins in a culture of astrocytes (Figure 3a). We detected significant changes in the expression of genes encoding immunoproteasome catalytic subunits *Psmb8*, *Psmb9*, and *Psmb10* in astrocytes subjected to IFNγ treatment. Additionally, upregulation of the transcription of these genes was verified using real-time PCR (Figure 3b). 

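With IFNγ, the genes of the catalytic immunoproteasome subunits rose together, *Psmb8* 3.45-fold, *Psmb9* 3.74-fold and *Psmb10* 3.50-fold. In the presence of benztropine they rose by 1.54, 1.96 and 1.56 on the log2 scale. The limma fit gave them adjusted p-values of 0.00417, 0.00130 and 0.00417. The genes of the subunits that they replace in the 20S core differed by 0.01 (*Psmb5*), −0.03 (*Psmb6*) and 0.07 (*Psmb7*). None of 13 genes of the constitutive 20S proteasome and none of 24 of the 19S regulator and other proteasome proteins passed 1.5-fold, with median log2 differences of 0.07 and 0.03. *Pomp*, which encodes an assembly factor of the proteasome, differed by 0.28. The reference genes of the real-time PCR differed by −0.01 (*Tpt1*), 0.12 (*Ap1g1*) and 0.06 (*Eef1a1*).

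**Figure D2:**
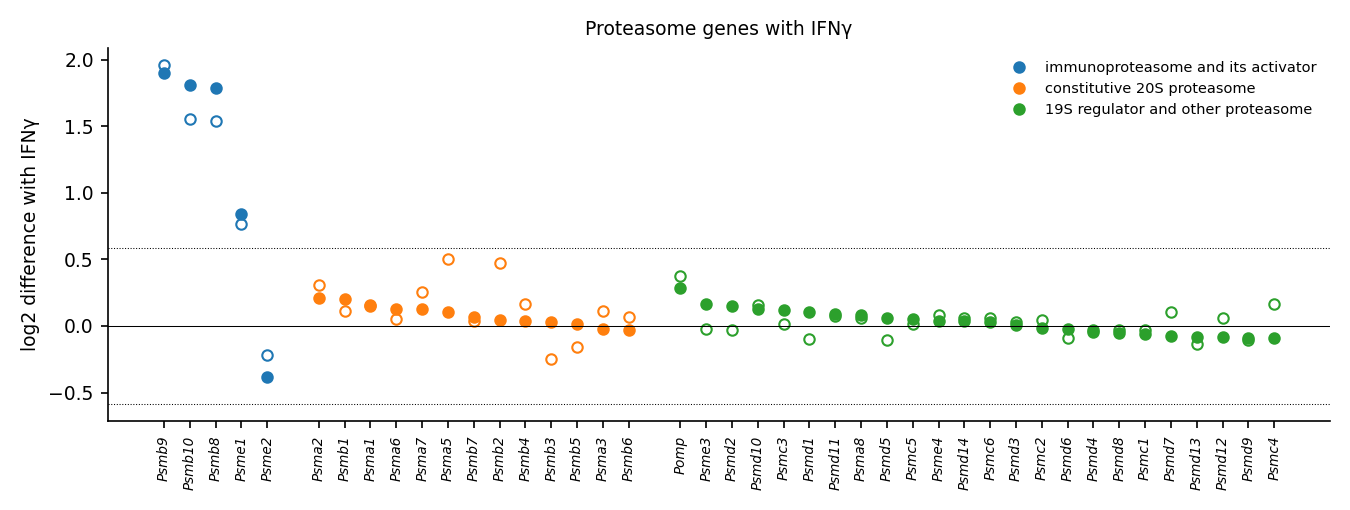
Log2 differences of proteasome genes with IFNγ against control (filled) and with both agents against benztropine alone (open), by group, with dotted lines at 1.5-fold. *Psmb9* lies highest with IFNγ against control, at 1.90.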

Importantly, we also demonstrated the upregulation of mRNA related to immunoproteasome-associated REGα subunits, encoded by the *PSME1* gene [26], which is directly involved in antigen processing [27]. 

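*Psme1*, which encodes the alpha subunit of the 11S regulator of the proteasome, rose 1.79-fold with IFNγ. It rose 1.70-fold with both agents against benztropine alone, and the adjusted p from limma was 0.0200. *Psme2*, which encodes the beta subunit, differed by −0.38 and −0.21 in these pairs on the probe set that belongs to it alone. A probe set annotated to *Psme2*, *9930111J21Rik1* and *9930111J21Rik2* differed by 0.45 and 0.48. It gives no value for *Psme2* alone, and which of these transcripts rose is not known. *Psme3*, which encodes the nuclear gamma subunit, differed by 0.16 and −0.03.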

Our preliminary data suggest that REGα may enhance the entrapment of MBP by proteasomes [28], which—together with our previous reports [22,23,24]—suggest the elevated capability of IFNγ-treated astrocytes to process autoantigens, and MBP in particular.

## 3. Materials and Methods

### 3.1. Astrocytes Culture

The brains of 3-day-old C3H/He mouse pups were used as a source of astrocytes. All handling of animals was carried out in compliance with the protocols approved by the Commission of the Institute of Bioorganic Chemistry on the care and use of laboratory animals. The primary culture of astrocytes was obtained as described in Reference [29]. Briefly, a mixed astroglial–oligodendroglial cell culture was cultured for 8 days. Further, cells were washed using medium and were then separated by rotary shaking for 12 h at 250 rpm. Suspended cells containing oligodendrocytes were removed, and adhesion cells were washed using medium. Cells were detached with EDTA and were further plated at 3 × 10^4^/cm^2^. The culture medium was Basal Medium Eagle’s with Earle’s balanced salts containing 15% fetal calf serum, 0.1% glutamine, and 0.6% glucose. Cells, in independent triplicates, were treated using recombinant murine IFNγ (Sigma, I4777, St. Louis, MO, USA) at a concentration of 250 IU/mL [30], or with benztropine at a concentration of 2.0 μM [4], in culture medium for 48 h prior to analyses. Benztropin was kindly provided by Dr. Igor Titanyuk from the Department of Chemistry of M.V. Lomonosov Moscow State University.

### 3.2. Microarray Analyses

mRNA isolation and quality controls were performed as described in References [31,32]. The mRNA samples isolated from the three independent cell culture replicates were mixed in equal mRNA quantities. The procedures for cDNA synthesis and labelling were carried out according to the Ambion WT Expression Kit (Life Technologies, Darmstadt, Germany) using 500 ng of total RNA as a starting material, as described in Reference [33]. Target DNA fragmentation, hybridization on Affymetrix GeneChip Mouse Gene 2.0 ST microarrays, array washing, staining, and scanning were performed as described in Reference [34]. Scans of the microarrays were converted into CEL files using the scanner software, and were then processed in Affymetrix Expression Console (build 1.4.1.46) using the RMA method. Fold change threshold was set to 1.5×. Probesets with no associated Gene Symbol were excluded from the analyses. The raw data have been deposited to the Gene Expression Omnibus [35] under accession code GSE96899.

### 3.3. qPCR Validation of Gene Expression Data

RNA was reverse transcribed to cDNA as described in Reference [31] using 100 ng of RNA as a starting material. Quantitative PCR analysis was carried out using the SYBR Green 2.5× PCR reaction mix for qPCR (Syntol, Moscow, Russia). Primer pairs were designed and characterized as described in Reference [31]. PCR efficiencies of all primer sets were higher than 1.93 and lower than 2.06 (Supplementary Table S1), except for *H2-K1* (1.81). All RNA samples were analyzed in triplicate and averaged. Target genes were normalized to the reference genes *Tpt1*, *Ap1g1*, and *Eef1a1*, and data were processed based on the ΔΔCt method. Reference gene selection and validation were performed using the approach described in Reference [31].

## 4. Conclusions

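Of 12 MHC class I genes measured on probe sets of their own, 7 rose with IFNγ and all were seen again, with a median log2 difference over the list of 0.83. *H2-K1*, which encodes a classical class I heavy chain, rose 5.40-fold, *H2-M3* 2.41-fold and *H2-T24* 2.35-fold. Of 8 genes of class I peptide loading, 4 rose and were seen again. These were the peptide transporter genes *Tap1* (4.53-fold) and *Tap2* (2.54-fold), the trimming peptidase gene *Erap1* (2.00-fold) and *Tapbpl*. The chaperone genes *Calr* and *Canx* differed by 0.15 and 0.09. Probe sets of a gene did not always move together, and those of *H2-Q4*, which enters the 7 by its mean, differed from control by 2.93 and 0.11 and those of *Tapbp* by 0.95 and 0.04. *H2-D1* was not analysed here, since its probe sets are shared with other genes.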

Herein, we showed that exposure of a primary culture of murine cerebral cells significantly enriched in astrocytes to IFNγ significantly increases the expression of genes related to MHC class I/II molecules and immunoproteasome, and significantly enhances their capabilities of presenting exogenous and self-antigens. Evidently, the observed changes in the levels of mRNAs encoding MHC class I/II and immunoproteasome catalytic subunits may have a dualistic role—either enhancing the development of autoimmune neurodegeneration [36] or in the control of CNS infections [37]. 

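In the presence of benztropine, IFNγ raised the MHC class II genes *H2-Ea* at least 11.8-fold, *H2-Eb1* 9.68-fold and *H2-Aa* at least 7.00-fold. *H2-K1* rose 5.70-fold and *Tap1* 4.13-fold. Benztropine alone changed none of *H2-Ea*, *H2-Eb1*, *H2-K1* and *Tap1* past 1.5-fold, and *H2-Aa* was higher by 0.63, below background. From the rises in MHC class I, MHC class II and immunoproteasome transcripts, the paper concludes that IFNγ enhances the capability of these cultures to present antigens, and it proposes that this may favor autoimmune neurodegeneration or help to control infections of the nervous system.

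**Figure D3:**
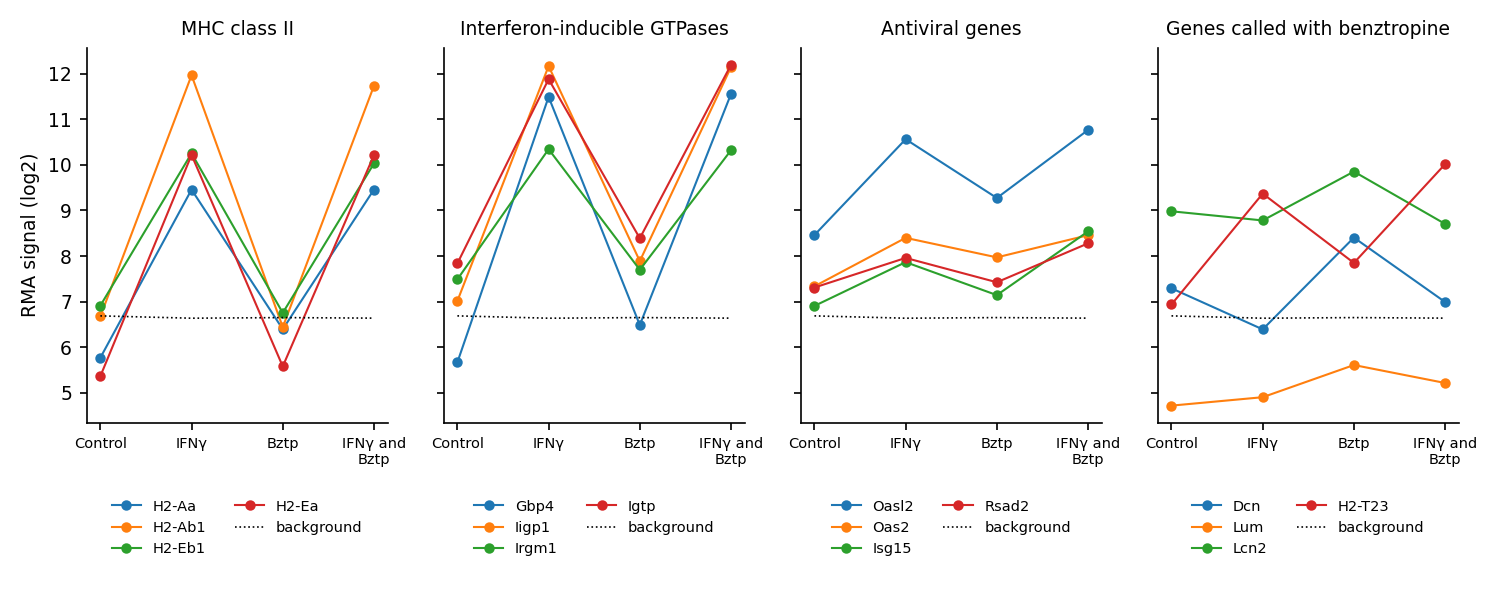
Log2 signals in the 4 conditions for MHC class II genes, interferon-inducible GTPases, antiviral genes and genes called with benztropine, with the background level dotted. The signal of *H2-Ab1* was 6.68 in control, 11.96 with IFNγ, 6.44 with benztropine and 11.73 with both agents.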

IFNγ is known to induce the expression of catalytic immunosubunits of proteasomes [38] via intracellular signaling by STAT1 and IRF1 [39,40]. On the other hand, available data suggest that IFNγ-driven JAK-STAT-dependent induction of MHC class I and class II expression involves NOD-, LRR-, and CARD-containing 5 (NLRC5)—a specific transactivator of MHC class I genes (CITA) [41] and class II transactivator (CIITA) [42], respectively. 

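*Irf1*, which encodes a transcription factor that IFNγ induces, rose 3.34-fold, *Nlrc5* at least 3.85-fold and *Ciita* 1.75-fold. The genes of the interferon signaling complex *Stat2* and *Irf9* rose 3.56-fold and 1.72-fold, and *Irf7* rose 2.60-fold. These were the 6 of 24 measured genes of JAK-STAT signaling and MHC transcription that passed 1.5-fold, and all were seen again. The receptor genes *Ifngr1* and *Ifngr2* differed by 0.12 and 0.20 on the log2 scale, and the kinase genes *Jak1* and *Jak2* by 0.02 and 0.23. *Socs1*, which encodes an inhibitor of this signaling, differed by 0.43. The adjusted p from limma was 0.00614 for *Irf1*, 0.00127 for *Nlrc5* and 0.0186 for *Ciita*. The arrays measure transcripts and not the phosphorylation of signaling proteins.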

In line with this, analyses of the expression of transcription factors in astrocyte cultures under IFNγ exposure (Figure 3c) revealed that these effects may be caused by JAK-STAT signaling, involving interferon regulatory factor 1 (IRF1), NLRC5 [43], and CIITA [44] (Figure 3d). In conclusion, our findings support the further study of astrocytes as antigen-presenting cells [45], and as targets for autoreactive cytotoxic lymphocytes [46].

## Figures and Tables

**Figure 1:**
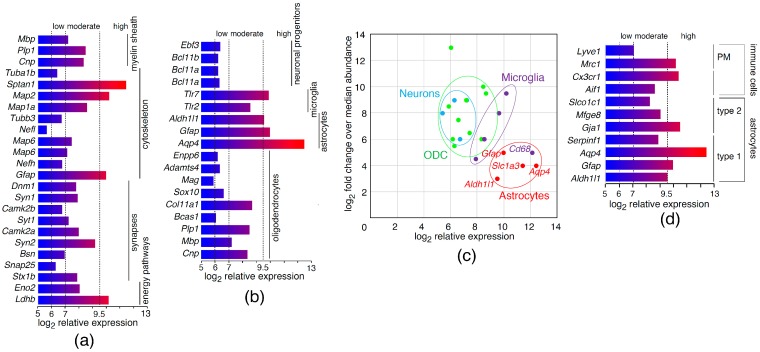
Abundant and enriched transcripts in murine cerebral cells. Expression profile of mRNA from cultured astrocytes coding for proteins enriched in (**a**) brain cells and (**b**) different cerebral cell types according to Sharma et al. [6]; (**c**) Scatter plot of log_2_ fold expression versus log_2_ fold change over median abundance in different brain cell types, according to Sharma et al. [6]; (**d**) Typing of cultured astrocytes in accordance with markers reported in Zeisel et al. [8].

**Figure 2:**
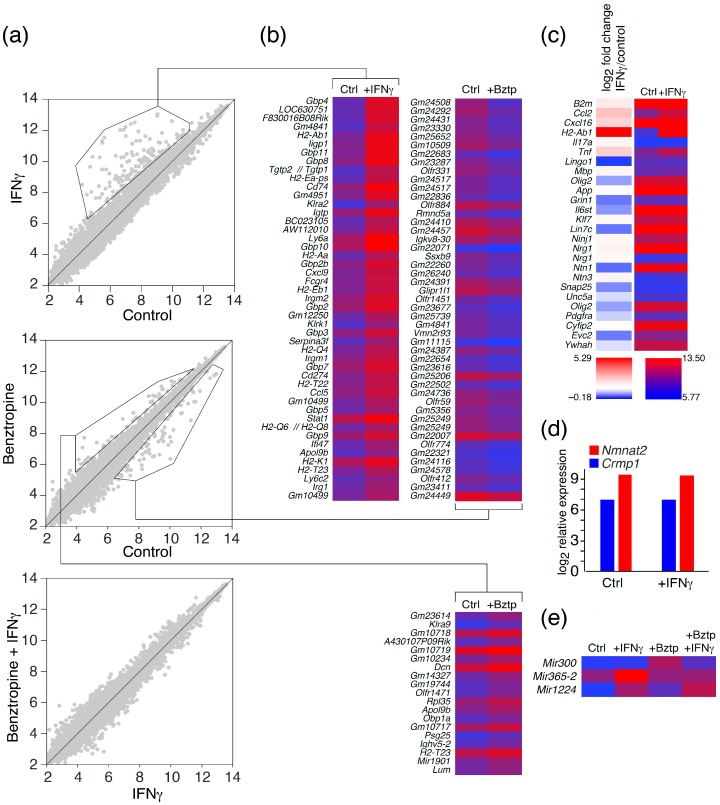
Differentially-expressed genes in a culture of astrocytes in response to inflammation and remyelination stimulus. (**a**,**b**) Expression profile of differentially-expressed genes in control astrocytes (Control) and astrocytes exposed to interferon-gamma (IFNγ), benztropine (Bztp), or both agents simultaneously; (**c**) Differential expression of genes reported in Evangelidou et al. [16] in a culture of astrocytes subjected to IFNγ in comparison with the control; (**d**) Expression of *Nmnat2* and *Crmp1* genes in a culture of astrocytes under IFNγ exposure in comparison with the control; (**e**) Expression of microRNAs (miR) in astrocyte culture, treated with benztropine, IFNγ, or their combination, as compared to the control.

**Figure 3:**
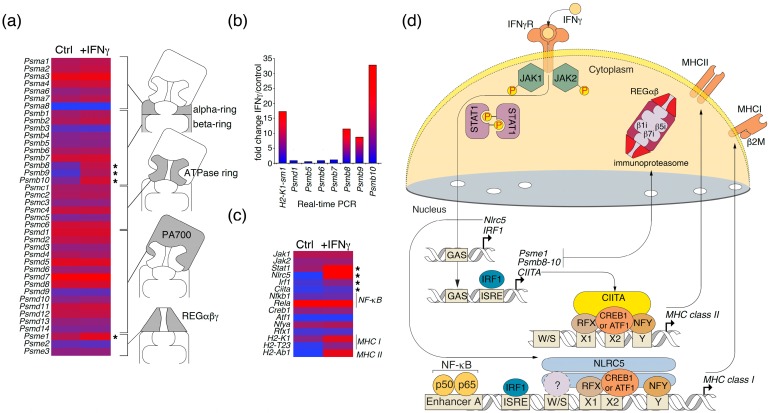
Expression profile of differentially-expressed genes related to (**a**) proteasomes and (**c**) JAK-STAT signaling in control astrocytes (Ctrl) and in astrocytes under IFNγ stimuli; (**b**) Analysis of the level of transcription of immunoproteasome-related genes using real-time PCR. Significantly upregulated genes are marked by an asterisk; (**d**) IFNγ-regulated transcription of immunoproteasome-related genes and genes coding for MHC class I/II molecules through JAK-STAT signaling.

## Supplementary Materials

The following are available online, Table S1: List of qPCR primers, Supplementary data: Cellular pathways affected by IFNg and benztropine.

# Supplementary material for: The Transcriptome of Type I Murine Astrocytes under Interferon-Gamma Exposure and Remyelination Stimulus
**Source:** Molecules. 2017 May 15;22(5):808. doi: 10.3390/molecules22050808
**Supplement:** Supplementary file 1

| **Gene symbol** | **Primers sequences** | **qPCR primer efficiencies (E)** |
| --- | --- | --- |
| *Psmb6* | F-CTTTACGACGGTTGCTTTGTGG  R-ATTGGCGATGTAGGACCCAGT | 2.06±0.13 |
| *Psmb9* | F- TCTTCTGTGCCCTCTCAGGTTC  R- GCGCTAACAAGTCCTCACGGTA | 2.02±0.09 |
| *Psmb7* | F- ATGGAGGAGGAAGAAGCCAAGA  R- GGCACTGAGAATGGACGAAGAA | 1.95±0.08 |
| *Psmb10* | F- CGAGAACTGCCAGAGGAATG  R- ATTTTAGGGGCGATGAAGTGG | 1.93±0.09 |
| *Psmb5* | F- TCTGTGGCTGGGATAAGAGAGG  R- TCTGTAGGTGGCTTGGTAGATGG | 2.06±0.13 |
| *Psmb8* | F- AAGTGGTCATGGCGTTACTGGA  R- AACTTGAAGGCGAGTGTGGTTG | 1.94±0.09 |
| *Psmd1* | F- TGTCAGAAGAGCAGCAGTGGAG  R- CGTAGTTCACAGGGTCGTTGGT | 1.98±0.14 |
| *H-2K-sm1* | F- GCCCGCAGAACTCAGAAGTCGC  R- CCTGAATAGTGTGAGAGCCGCCC | 1.81±0.09 |
| *Eef1a1* | F- CAGTCGCCTTGGACGTTCTTT  R- TGCTTTGAATTAGCGGTGGTTT | 1.97±0.10 |
| *Tpt1* | F- TTGAAGAGCAGAAACCAGAAAGAGT  R- CCAGGAGAGCAACCATACCATC | 1.96±0.07 |
| *Ap1g1* | F- ACAGGGACCATCACACAAGTCA  R- GCCAGCAATCACAACCTCCTT | 1.97±0.12 |

How the deposited data were processed for this re-analysis (not part of the article)

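RNA of cultured cerebral cells from 3-day-old C3H/He pups was measured on 4 Affymetrix Mouse Gene 2.0 ST arrays, 1 per condition (control, IFNγ at 250 IU/mL, benztropine at 2.0 μM, and both agents, each for 48 h), with RNA of 3 cultures mixed on each array. The values are log2 signals that the authors made with the RMA method in Expression Console (build 1.4.1.46), which corrects background, normalizes quantiles over the arrays and summarizes each probe set, and they were used as deposited. Their range and their nearly equal quantiles show levels that were not centered per gene, so their scale, centering and direction are known. The medians of the arrays are given with the description of the samples.

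Of 41345 probe sets, 23521 are annotated to 1 gene symbol (22180 symbols), 1814 to several and 16010 to none. The last were left out, as in the paper's methods. Outdated symbols were brought up to date within the annotation, several probe sets of a gene were averaged in the lists, also where they differed by more than 1.5-fold, when each is given beside the gene's name, and no gene was named from a probe set with several symbols. Some genes of the lists are not in the annotation used here and were not analysed here. The genome build of the probe sets is not stated. The arrays' precision is limited by their number, since with 1 array per condition no spread between replicates can be measured. The real-time PCR and the published protein data were not used here.

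The comparisons were IFNγ against control, benztropine against control, both agents against IFNγ alone, and both agents against benztropine alone, each as a log2 difference with the paper's threshold of 1.5-fold and no test. Calls that passed in the opposite direction in the separate pair served as the measure of chance. A limma fit on log2 signals with additive terms for IFNγ and benztropine, empirical Bayes variances (prior degrees of freedom 3.78) and Benjamini-Hochberg adjustment at 0.05 used all 4 arrays. It assumes that the effects of the agents add, and its residual holds array error and any departure from adding. Background was the 95th percentile of 1400 olfactory and vomeronasal receptor probe sets, with the 99th as an alternative. In the counts of list genes above background in control, a gene was taken by its highest probe set.

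A set of 42 gene lists was fixed in advance: cell type markers, interferon-induced groups, antigen presentation, the proteasome, JAK-STAT signaling, chemokines, complement, reactive astrocyte genes, benztropine targets, stress and metabolic groups, cell cycle, and the genes that the paper names. For each list, members past 1.5-fold were counted, and the median difference was placed among 10000 random lists of the same size matched on mean signal in 20 bins. Families of receptors, microRNAs, small nucleolar RNAs, odorant carriers, pregnancy-specific glycoproteins and predicted genes were taken by symbol.

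The genes named are every gene that the paper names for its arrays, the 15 largest rises and 8 largest falls with IFNγ among those seen again, the 10 largest each way with benztropine, up to 8 each way of those seen again with benztropine, the 5 largest each way for both agents against IFNγ, and 2 to 4 members of each list with the largest difference. Values in the paper count as seen. Other members of the lists given with their values were chosen after the values were seen.

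The alternatives were a threshold of 2-fold, probe sets without a symbol kept, 1 value per symbol, only probe sets above background in at least 1 array of the pair, quantile normalization, removal of a loess trend (span 0.3) of the difference on the mean signal, several-gene probe sets left out, the 99th percentile as background, the separate pair of arrays, and for limma a variance trend, robust variances, an adjusted p under 0.10 and an estimated fold of at least 1.5. These choices, the lists and the rule for naming genes were set before the data were examined.

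The steps were tested on simulated data with 25335 probe sets and 200 changed per agent. At 2-fold, 100% of the simulated IFNγ changes and 98% of the benztropine changes were seen again, and at 1.5-fold 36% and 38%. Limma called 64% and 70% of the changes of 1.5-fold. Of the unchanged probe sets, 56 and 47 passed 1.5-fold in 1 pair, 0 were seen again, and limma called 1 for each agent. The noise of these simulated data was set from the median absolute deviation, which gives little weight to the largest errors. With noise set from the SD, simulated arrays without any effect gave 190 benztropine rises on average, so 56 and 47 do not bound the false calls. The shares of simulated changes seen again or called by limma rest on the same low noise and may be too high. Of random lists with no shift, 5% lay above the middle 95% of random lists, and with a shift of 0.3 on the log2 scale 100% did.

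Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and R 4.3.3 with limma 3.58.1.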

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

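The tests of explanations in this part were chosen only after the result was seen. A difference between groups drew attention to *Ssxb9*, whose log2 difference with IFNγ was −0.60 without benztropine and 0.66 with it. All its signals were below background, and the difference between the differences was not tested.

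The other results lie in data that the paper does not discuss. Among probe sets without a gene symbol, 160 were higher with IFNγ in both separate pairs, and 48 of those higher against control passed in the opposite direction in the separate pair. Of those lower with IFNγ, 38 were lower in both pairs and 60 passed in the opposite direction.

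Antiviral interferon-stimulated genes were higher with benztropine alone than in control, with a median log2 difference of 0.23 over 27 genes, and microglial and macrophage genes had 0.11 in the same pair and −0.07 in the separate pair. Of the 27, 3 passed 1.5-fold. *Oasl2* rose 1.76-fold, *Oas1g* 1.65-fold and *Oas2* 1.55-fold, and none of the 3 was seen again. RNA of IFNγ-treated cells in the benztropine sample is argued against, since the 15 genes with the largest IFNγ rise would put its share at 1.23% (−1.12% to 4.58%) and 18 antiviral genes at 22.6% (quartiles 18.9% and 27.4%). Array error that is separate for each probe set is argued against too, since in the separate pair, with both agents against IFNγ alone, the median was 0.10 and lay at percentile 100 of random lists. A different interferon state of the culture pools and an effect of benztropine cannot be told apart, since there was 1 pool per condition.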

How the results depend on the processing

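None of the alternatives reported here was chosen after the result was seen. Of the 110 named genes called with IFNγ, quantile normalization kept 109 past the threshold in the same direction and removal of the loess trend all, and for the 36 called with benztropine both kept all. The largest shift of any named gene was 0.07 on the log2 scale. The deposited values were already normalized on quantiles by the RMA method. A second quantile normalization could therefore move the differences little and is a weak test of the processing. One value per symbol, robust variances and an estimated fold of at least 1.5 kept every count within 1.5 times. At 2-fold, which a smaller number of probe sets can pass, the counts were 172 higher and 4 lower with IFNγ, 5 and 3 with benztropine, and 1 and 1 with both agents against IFNγ alone, and 127 IFNγ rises, 2 IFNγ falls and 0 benztropine rises were seen again. With probe sets without a gene symbol kept, more probe sets were counted, 1096 higher and 595 lower with IFNγ, 583 and 762 with benztropine, and 688 and 748 with both agents against IFNγ alone. Of these, 418 IFNγ rises, 49 IFNγ falls, 85 benztropine rises and 111 benztropine falls were seen again. On the probe sets without a symbol alone, 160, 38, 80 and 111 were seen again in this order, and 48, 60, 55 and 59 passed in the opposite direction. Limma called 14 higher and 0 lower for IFNγ. With only probe sets above background, fewer were tested, and the counts were 20 lower with IFNγ, 24 higher and 6 lower with benztropine, and 17 higher and 11 lower with both agents against IFNγ alone, while limma called 446 higher and 129 lower for IFNγ. Limma called 560 and 181 with a variance trend. Its falls with IFNγ were 26 after quantile normalization, 6 with several-gene probe sets left out and 34 at an adjusted p under 0.10. The cause was not tested. It called 0 for benztropine under every alternative. With the 99th percentile as background, a stricter level by construction, 12 genes of the paper's Figure 1a list were above it in control.

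For the named genes, the share that passed again was partly fixed in advance, since the naming rule took some for passing in both pairs. Over all probe sets with a gene symbol, 258 of 392 rises and 11 of 71 falls with IFNγ were seen again. With benztropine, 5 of 72 rises and 0 of 46 falls were. In the separate pair of arrays, 87 of the 110 named genes called with IFNγ passed 1.5-fold in the same direction, 13 no longer passed and 10 turned direction. The latter were *Gm14327* (−0.32), *Gm19744* (−0.067), *Hamp* (0.50), *Klra9* (−0.53), *Mug2* (−0.57), *Olfr1451* (0.20), *Olfr191* (0.38), *Olfr706* (−0.18), *Ssxb9* (0.66) and *Vmn2r93* (0.33). Of the 36 called with benztropine, 5 passed again, 19 no longer passed and 12 turned direction: *F830016B08Rik* (−0.072), *Gm10509* (0.077), *Gm14327* (−0.36), *Gm4841* (0.12), *Hamp* (0.41), *Iigp1* (−0.022), *Klra9* (−0.21), *Lcn2* (−0.076), *Olfr1471* (−0.28), *Olfr884* (0.066), *Ssxb9* (0.36) and *Vmn2r93* (0.16). The median of microglia and macrophages with IFNγ turned to −0.017. With benztropine, the medians turned to −0.012 for interferon-inducible GTPases, −0.024 for class I peptide loading, −0.074 for microglia and macrophages, −0.19 for perivascular macrophages and −0.14 for the genes of the paper's Figure 1b and 1d. Of the 42 lists, a further 14 with IFNγ and 20 with benztropine moved in the separate pair, some of small size across 0, and 5 with IFNγ moved with only probe sets above background. The cause was not tested. Signal over background limits the folds of genes that are silent in control, which are lower bounds, and calls between arrays that are both below background. Background correction and scan batch were not varied, because no probe-level signals or scan dates were used here.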

Differences from the paper's values

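The paper gives 150 genes downregulated with IFNγ, and 71 probe sets were lower here at its threshold of 1.5-fold. For benztropine the paper gives 131 upregulated and 125 downregulated, and 72 and 46 were found here. Under none of the alternatives set before the data were examined did these 3 counts come within 1.5 times the paper's. Falls with IFNγ numbered 4 at 2-fold, 595 with probe sets without a gene symbol kept, 66 per symbol, 20 above background, 86 after quantile normalization, 73 after removal of the loess trend and 69 without several-gene probe sets. Rises with benztropine numbered 5, 583, 66, 24, 75, 71 and 66 under these alternatives in the same order, and falls 3, 762, 44, 6, 44, 45 and 45. The 392 rises with IFNγ are within 1.5 times the paper's 474. They are not at 2-fold (172), with probe sets without a symbol kept (1096) or above background (309). Whether the annotation used here is that of the study is not known, and the counts depend on which probe sets carry a symbol.

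The paper states that the transcriptomes with both agents and with IFNγ alone did not differ, and 63 named probe sets were higher and 70 lower at its threshold. Of these, 17 and 11 were above background in at least 1 array, 1 each way passed 2-fold, and no interferon-inducible GTPase passed 1.5-fold. Limma called 0 probe sets for benztropine. Simulated arrays without any effect gave 190 benztropine rises on average with noise set from the SD. With noise set from the median absolute deviation, 47 unchanged probe sets passed, both directions together. Counts such as 63 and 70 can therefore arise without an effect, and they do not by themselves contradict the paper. Of the genes that the paper names as raised by benztropine, 3 of 3 measured passed the threshold (*Klra9*, *Dcn* and *Lcn2*). *Dcn* passed in both pairs, and *Klra9* was below background on all arrays. Of the 2 genes it names as lowered by benztropine, *Hamp* passed below background, and *Rmnd5a* did not, at −0.09. No setting called *Rmnd5a*. The paper names *H2-T3* as raised by both agents, and the probe set annotated to *H2-T3* and *H2-T18* differed by 0.02 with IFNγ and 0.13 with benztropine. The nearby *H2-T23* rose with both.

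The paper relates its data to an EAE report. Of the 7 genes higher in that report 4 rose with IFNγ, and of the 20 lower ones measured here none passed 1.5-fold in either direction. Among the 7, *B2m* did not pass, but its signals lay near the highest on the arrays, where a larger rise may not show. The paper names 4 genes of its Figure 1a list as exceptions to high abundance. Of these, *Snap25*, *Nefl* and *Tuba1b* were not above background, and *Camk2b* was, at 6.80 against 6.69. With the 99th percentile as background *Camk2b* was not above it either. The paper describes a rise of miR-300 with benztropine and of miR-365 with IFNγ. *Mir300* and *Mir365-2* passed the threshold below background and were not seen again, and *Mir365-1* differed by −0.32.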

Other observations

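Chemokine genes were a large group of the response to IFNγ. Of 26 chemokine and cytokine genes, 15 rose, and 14 of them were seen again, with a median log2 difference of 0.77. *Cxcl9*, which encodes a ligand that draws T cells, rose 11.1-fold, *Ccl5* 6.35-fold, *Ccl12* 4.63-fold, *Cxcl13*, which encodes a ligand that draws B cells, 4.46-fold and *Cxcl10* 3.16-fold. Of 10 complement genes, 4 rose and 2 were seen again. *Serping1*, which encodes the inhibitor of C1, rose 4.15-fold and was seen again. *C4b* and *C1qb* rose 1.82-fold and 1.56-fold and were not, with log2 differences of 0.48 and 0.41 in the separate pair. The other gene seen again, *C1s1*, counts by the mean of probe sets that differed by 0.50 and 1.47, all below background. Besides *Glycam1* and *Nav3*, the receptor genes *Gpr183* and *Gpr34* fell by 0.85 and 0.68, and *Ctla2a*, a protease inhibitor gene, fell by 0.72. *Ntsr2*, the neurotensin receptor gene of astrocytes, fell by 0.63 and was at −0.57 in the separate pair, which does not pass 1.5-fold, and limma called it lower over both pairs (adjusted p 0.0489).

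Of 8 measured genes of the A1 reactive state of astrocytes, 4 rose with IFNγ (list median 0.95). These were *Iigp1* and *H2-T23*, which interferon also induces in other cells, and *Serping1* and *Psmb8*. All 4 also belong to the GTPase, MHC class I, complement or immunoproteasome lists, so they do not set an A1 state apart from the response to IFNγ. *Fbln5*, *Fkbp5*, *Srgn* and *Amigo2* had limma estimates from −0.15 to 0.20. *C3*, *Gbp2*, *Ggta1* and *H2-D1* were not analysed here. None of 12 genes of the A2 state passed 1.5-fold (median −0.09). Of 13 genes common to both states, 1 rose with IFNγ, *Cxcl10*, and 2 rose with benztropine, *Lcn2* and *Steap4*, neither seen again. With both agents against benztropine alone *Lcn2* fell by 1.15. Cell cycle genes had a median of −0.12 with IFNγ and −0.18 in the separate pair, with *Mki67* at −0.57 and −0.59, and medians of 0.11 with benztropine and 0.02 in its separate pair. The astrocyte list had medians of −0.13 and −0.14 with IFNγ and −0.08 and −0.07 with benztropine. *Dcn* fell at least 1.57-fold with IFNγ.

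The medians with IFNγ, against control and then in the separate pair, were −0.02 and −0.12 for the oligodendrocyte lineage, −0.07 and −0.12 for neurons, 0.01 and 0.01 for neuronal progenitors, and −0.10 and −0.12 for fibroblasts. They were −0.03 and −0.01 for endothelium, −0.08 and −0.01 for pericytes, −0.21 and −0.07 for ependymal cells, and 0.03 and −0.06 for T and NK cells. Perivascular macrophage genes had −0.01, and −0.41 in the presence of benztropine, where *F13a1* fell by 1.26. The difference between these effects was not tested. No member passed 1.5-fold with IFNγ among genes of cholesterol synthesis and uptake (0 of 18), the lysosome (0 of 14), the unfolded protein response (0 of 14), the oxidative stress response (0 of 10), sex chromosomes (0 of 4) and the targets of benztropine (0 of 7). The cholesterol genes had small medians of −0.08 and −0.17 with IFNγ in the 2 pairs, at percentiles 1.24 and 0.05 of random lists. With benztropine the medians, against control and in the separate pair, were 0.03 and −0.05 for cholesterol synthesis, 0.06 and 0.01 for the lysosome, 0.06 and 0.05 for the unfolded protein response, and 0.01 and −0.14 for its own targets, where *Chrm3* was above background with benztropine alone, at least 1.18-fold. Among 75 small nucleolar RNA probe sets *Snora41* was higher with IFNγ, below background, chosen after its value was seen. Among 13 of pregnancy-specific glycoproteins *Psg19*, *Psg25* and *Psg27* were higher with benztropine, 1 of them above background, and *Psg21* was lower with IFNγ. Of these, all but *Psg25* are named after their values were seen. Of 1247 predicted genes, 20 rose and 6 fell with IFNγ, and 10 rose and 7 fell with benztropine.

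Rises with both IFNγ and benztropine against the same control numbered 28 of the 72 with benztropine, where independent lists would share 1.11. Part of the excess may come from the shared control array, since simulated arrays without any effect of either agent shared 32.9 on average and at most 51, although they gave 190 benztropine rises. The simulation held no effect of IFNγ, whereas the data had 392 IFNγ rises. Its overlaps are therefore not those that these arrays would give without an effect of benztropine. On probe sets above background in at least 1 array of each pair, 10 of 18 rises were shared, where independent lists would share 0.318 and simulated arrays 0.795 on average and at most 3.

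The tests of explanations that follow were chosen only after the result was seen. Of the probe sets that passed 1.5-fold with benztropine, 88 were not above background in either array. In the separate pair 55% of 40 falls moved the same way (95% interval 38.5% to 70.7%) and 62.5% of 48 rises (47.4% to 76.0%). These intervals do not exclude the 50% that array error of dim probe sets would give. Array error and an effect of benztropine that IFNγ removes cannot be told apart, since 1 of the 88 was seen again and each condition had 1 array.

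Microglial and macrophage genes moved apart with IFNγ, over a range of 1.31 on the log2 scale among 17 genes, and of 1.79 in the separate pair. *Aif1* and *Ctss* were higher, and *P2ry12* and *Fcrls* lower, by more than 3 SD (0.33) in both pairs. Other members of the list moved less, with limma estimates for IFNγ of −0.03 for *Tmem119*, −0.02 for *Sall1* and *Cx3cr1* and 0.16 for *Csf1r*. A change in the share of microglia and macrophages as the whole cause is argued against, since it would move all members alike. Array error that is separate for each pair is argued against too, since the correlation between the pairs over the members was 0.889, where the middle 95% of permutations reached 0.520. An effect of IFNγ on the state of these cells stays open as a hypothesis, found and tested on the same arrays.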
